A study of Mus musculus with 40 samples.

How the data were processed

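Brown adipose tissue of 40 male C57BL/6 mice was profiled by bulk RNA sequencing, 5 mice in each of 8 groups. Per the labels' protocols, total RNA was extracted with Trizol and purified on columns, and the libraries were read on an Illumina HiSeq instrument as single-end 50 bp reads. The aligner, the counting program, the genome build and whether counting used the strand are not stated in the labels.

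The authors deposited a table of raw counts per Ensembl gene, with whole numbers for 52636 genes and 1 column per mouse, and every column was matched to its mouse through the identifier in the label's description. A companion FPKM table was deposited by the authors over the same genes and mice. From its values, each FPKM equals the count divided by a factor per library and a length per gene. The factor is the median-of-ratios size factor of the 40 libraries, so these values are not scaled to the total count. Of 14271 genes counted in every library and present in the annotation, the length was proportional to the genomic span, introns included, for 77.9%. The median ratio of genomic span to exonic length was 4.71. These lengths cancel in a fold change, but they lower the FPKM of genes with long introns, so fewer such genes stand clear of a pseudocount of 1.

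Groups were taken from the labels. Mice carry the title numbers 1 to 5 under the control antibody and 6 to 10 under the Jag antibodies at every time, so antibody comparisons share no number and hormone and time comparisons do. Same-numbered mice are different animals. The numbers were nevertheless fitted as a replicate block, an alternative chosen before the data were examined. Deviations of same-numbered mice from their group means were correlated at 0.0982 to 0.195 over the 6 pairs of groups (lowest exact one-sided p = 0.0667). With the muscle score removed the correlations were 0.162 and 0.055 for control mice at 7 d with the hormone group and with 5 d, and -0.075 with 15 h. For Jag antibody mice they were -0.022, 0.086 and -0.024 in the same order.

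Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr over the 8 groups, which left 17079. Libraries were scaled by TMM, and dispersions and the quasi-likelihood fit were estimated robustly in 1 model over the 40 libraries with a mean per group. Contrasts were tested by the quasi-likelihood F test with Benjamini-Hochberg adjustment at 0.05, and standard errors of log2 fold changes are those implied by the F statistic. Expression values are log2 CPM (counts scaled to a common library total) with a prior count of 2. There were 6 comparisons of 2 groups and 3 interactions. A gene with an adjusted p under 0.05 is said to be called. Symbols came from a table of Ensembl identifiers that matched 52403 of the 52636 genes, and coordinates, lengths and GC content came from GENCODE M21 on GRCm38, which had 17050 of the 17079 tested genes.

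A signature score summarised the 5 d antibody contrast in the mice of the other times. It is the mean over the 1369 genes called at 5 d of the sign of the 5 d change times the gene's log2 CPM, centred on its mean over the 30 mice scored. Scores and library measures of 5 against 5 mice were compared by an exact two-sided permutation test over 252 arrangements, whose smallest p is 0.00794. The score's antibody by hormone interaction was tested by permuting the residuals of the additive model 100000 times, two-sided. A list of Notch pathway genes and a list of thyroid hormone and thermogenic genes were fixed in advance. So was a muscle score, the mean log2 CPM of 8 skeletal muscle genes (Acta1, Ckm, Mylpf, Myh4, Myh1, Tnnt3, Tnni2 and Atp2a1). A myeloid score over 10 genes (Adgre1, Itgam, Cd68, Lyz2, S100a8, S100a9, Csf3r, Cxcr2, Ccr2 and Fcgr3) was added later. The length slope of a library is the slope of its log2 CPM, relative to the mean library, on log2 exonic length over 10637 genes.

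Named genes follow a rule set in advance: for each comparison of 2 groups, up to 3 genes per direction with the largest log2 fold change among called genes with mean log2 CPM of at least 1 and no overlap between the groups, and any gene of the Notch and thyroid lists. A gene that the rule selected at 15 h is not reported here. The gene named for the antibody by hormone interaction was chosen after its values were seen. A gene named for 1 comparison may also differ in others.

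The alternatives chosen before the data were examined were DESeq2 1.42.0 with its own size factors, RLE size factors, no low-count filter, fits of only the groups compared, the muscle score as a covariate, limma 3.58.1 (trend, robust) on log2(FPKM + 1), the replicate block, and leaving out each mouse in turn. Alternatives chosen after seeing the data were per-library length and GC trends as offsets, alone, with the muscle score or with the replicate block, the muscle score as a spline with 3 degrees of freedom, the myeloid score as a covariate, and a signature from the 5 d fit with the muscle covariate.

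The methods were tested on simulated counts with 200 changed genes, drawn from the real means, the fitted trend of dispersion and the real library sizes. edgeR called 54% of the 200 genes and 86% of the 100 changed 4-fold, 6.09% of its 115 calls were genes that were not changed, and it called 0 genes in a contrast without change. With the muscle covariate, 39.5% of the 200 and 70% of the 4-fold changed genes were called at 5 d. Unchanged libraries given each gene's real slope on the muscle score had 23 calls, and 0 with the covariate. A length trend put on unchanged libraries gave 1589 calls, and 0 with length and GC offsets. With the trend and 200 changed genes, the offsets called 84% of the genes changed 4-fold. Of their 110 calls, 8.18% were genes that were not changed.

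Total counts ranged from 12217623 to 36511893 per library. A group whose libraries all hold 3 counts or fewer of a gene is treated as at the floor, and folds against it are lower bounds. Reads carried no molecular identifiers, so such floors cover counting error only.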

Results

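Brown adipose tissue, the thermogenic fat of the mouse, was collected from male mice given a single intraperitoneal dose of antibody. Control mice received 40 mg/kg of an isotype control antibody against ragweed, which has no target in the mouse. The other mice received 20 mg/kg each of blocking antibodies against Jag1 and Jag2, ligands of the Notch receptors, and are called Jag antibody mice here. Tissue was taken 15 h, 5 d or 7 d after the dose. Further groups of 5 control and 5 Jag antibody mice were given thyroid hormone daily from day 2, as 1 ug of T4 and 0.05 ug of T3 per g of body weight, and were collected at 7 d. The series title places the question in Notch signalling in the thyroid and its role in adult homeostasis, so the design asks what ligand blockade changes in brown fat over time and whether thyroid hormone alters that change.

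The 40 libraries held 12217623 counts (control mouse 4 at 7 d) to 36511893 counts (control mouse 4 at 5 d). At 15 h the totals were closest together, from 14111124 to 18753416 counts. The library totals of no compared pair of groups differed beyond the spread between mice (lowest exact p = 0.254, Benjamini-Hochberg adjusted 0.610 over 48 tests of 8 library measures). Within groups, the correlation of log2 CPM across genes ranged from 0.846 to 0.986 over 80 pairs of mice, with a median of 0.959. In no pair did the counts agree within sampling noise, the lowest chi-square per degree of freedom being 17.9.

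Skeletal muscle transcripts varied widely between mice and differed between the groups at 5 d. The muscle score was 9.90 ± 3.31 (SD, n = 5) in control mice at 5 d and -0.14 ± 1.95 (SD, n = 5) in Jag antibody mice at 5 d, a difference of -10.04 log2 units with no overlap (exact p = 0.00794, adjusted 0.0544 over the 48 tests). In the other 5 comparisons the muscle score differed by less than the spread between mice (lowest exact p = 0.587, adjusted 0.723).

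**Figure D1:**
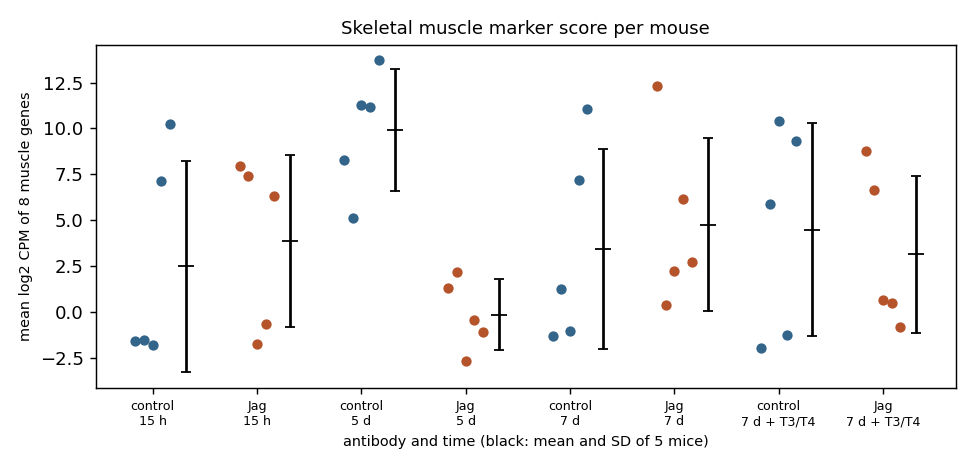
Skeletal muscle marker score of each mouse (vertical axis, mean log2 CPM of 8 muscle genes) by antibody and time, with the mean and SD of 5 mice in black. The 5 control mice at 5 d lie between 5.10 and 13.7 and the 5 Jag antibody mice at 5 d between -2.69 and 2.20.

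Libraries also differed in how expression ran with transcript length. Control mice at 7 d had a length slope of -0.24 ± 0.21 (SD, n = 5), and control mice given hormone had 0.18 ± 0.10 (SD, n = 5), a difference of 0.42 (exact p = 0.00794, adjusted 0.0544). Among Jag antibody mice the slope rose by 0.19 with hormone (exact p = 0.00794, adjusted 0.0544). Across the 10637 genes used, which are not independent replicates, the log2 fold change of hormone in control mice had a Spearman rho of 0.53 with exonic length, and that of antibody at 7 d had 0.45. The mitochondrial share of counts was 17.98 ± 2.62% in Jag antibody against 13.83 ± 2.46% in control mice at 5 d (SD, n = 5, exact p = 0.00794, adjusted 0.0544). In control mice it was 12.78 ± 2.03% with hormone against 19.99 ± 4.05% without (SD, n = 5, exact p = 0.00794, adjusted 0.0544), and between antibodies with hormone it differed by 3.59 percentage points (exact p = 0.0159, adjusted 0.0847). The TMM factor was 0.302 higher with hormone in control mice, and the myeloid score was 1.71 higher (each exact p = 0.00794, adjusted 0.0544).

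**Figure D2:**
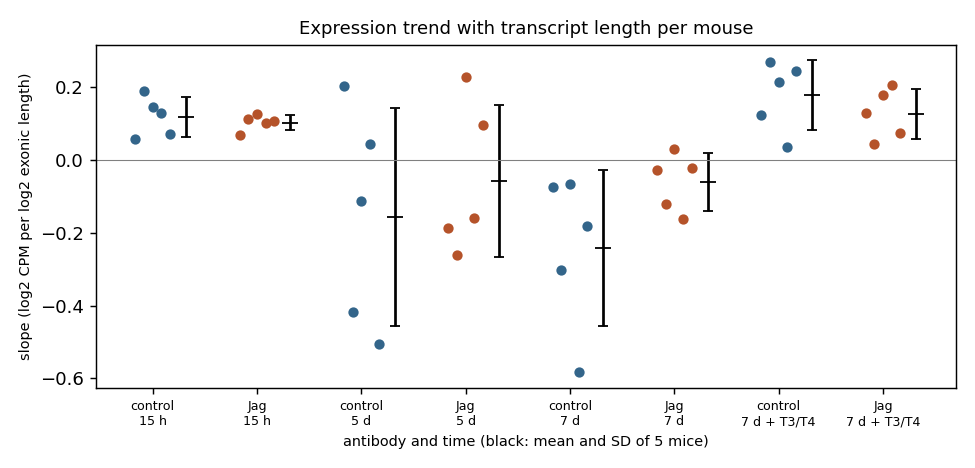
Slope of relative log2 CPM on log2 exonic length (vertical axis) for each mouse by antibody and time, with the mean and SD of 5 mice in black. The 5 control mice at 7 d lie between -0.58 and -0.07, and the 5 control mice given hormone between 0.04 and 0.27.

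The antibodies act on protein, so the transcripts of their targets describe the groups but do not check the labels. Jag1 (ENSMUSG00000027276, chromosome 2, 137081456 to 137116644 on GRCm38) and Jag2 (chromosome 12, 112907819 to 112929776) were not called in any antibody comparison. The largest change between antibodies was that of Jag1 at 7 d, with a log2 fold change of 0.63 (SE 0.24, adjusted p = 0.139), and with the muscle score as a spline it was called, at 0.81 (adjusted p = 0.0359). Of known targets of thyroid hormone, Hr (chromosome 14, 70552212 to 70573548) rose with hormone from 4.28 ± 0.44 to 6.58 ± 0.29 log2 CPM (SD, n = 5) in control mice, a log2 fold change of 2.28 (SE 0.30, adjusted p = 1.9e-06), and from 3.31 ± 0.77 to 5.37 ± 0.30 (SD, n = 5) in Jag antibody mice, a change of 1.92 (SE 0.29, adjusted p = 5.83e-05). Klf9 (chromosome 19, 23141226 to 23168134) rose by 1.39 (SE 0.34, adjusted p = 0.00142) in control mice. Thrsp, in the same list, fell by 1.46 (SE 0.53, adjusted p = 0.0261) in control mice and lost its call under 5 alternatives.

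**Figure D3:**
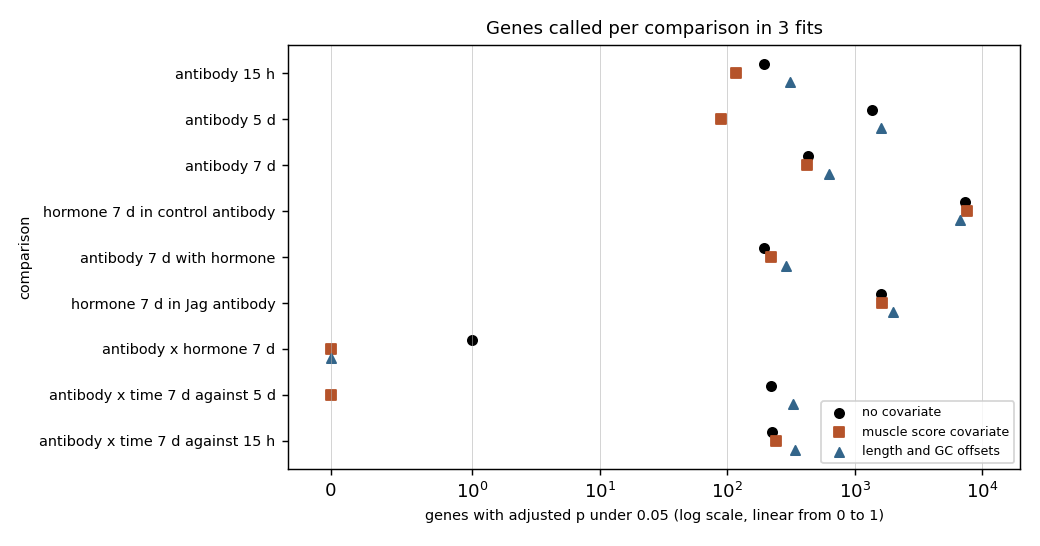
Number of called genes (horizontal axis, log scale that is linear from 0 to 1) for each comparison, with no covariate, with the muscle score as a covariate and with length and GC offsets. Antibody at 5 d has 1369, 89 and 1619 genes in these fits, and hormone in control mice has 7378, 7559 and 6689.

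At 15 h, the comparison of antibodies asks for the earliest response. It called 194 of 17079 genes, 40 higher and 154 lower in Jag antibody mice. Fitting only the 10 mice compared gave 0 genes, with 1917 at an unadjusted p under 0.05, DESeq2 gave 577, and leaving out 1 mouse at a time gave 6 to 753. Slc25a34 (chromosome 4, 141618824 to 141623821) was higher, at 5.79 ± 0.63 against 2.71 ± 1.14 log2 CPM (SD, n = 5), a log2 fold change of 2.88 (SE 0.58, adjusted p = 0.0208). Itih4 (chromosome 14, 30886476 to 30902353) rose by 2.34 (SE 0.51, adjusted p = 0.029) and Fgl1 (chromosome 8, 41191434 to 41215156) by 2.00 (SE 0.38, adjusted p = 0.0183). Among the lower genes were Nrep (log2 fold change -1.52, SE 0.29, adjusted p = 0.0183) and Cox4i2 (-1.31, SE 0.33, adjusted p = 0.044). None of these genes was called when only the compared mice were fitted.

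At 5 d, 1369 genes were called, 357 higher and 1012 lower in Jag antibody mice. With the muscle score as a covariate 89 genes were called, 17 higher and 72 lower, of which 82 were among the 1369. The lower genes with the largest changes were muscle genes. Eef1a2 (chromosome 2, 181147653 to 181157014) had at most 1 count in each Jag antibody mouse and 68 to 9683 counts in control mice, at least 1465-fold lower against a floor of 3 counts. Ckmt2 and Tnni2 had log2 fold changes of -12.38 (SE 3.64, adjusted p = 0.0329) and -12.19 (SE 3.53, adjusted p = 0.0309). Among higher genes, Sgk2 (chromosome 2, 162987330 to 163014127) was at 4.30 ± 0.73 against -0.11 ± 1.18 log2 CPM (SD, n = 5), a change of 4.22 (SE 0.88, adjusted p = 0.00542). Adam11 rose by 2.43 (SE 0.44, adjusted p = 0.00248) and Cntfr by 1.97 (SE 0.54, adjusted p = 0.0226).

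Genes of fatty acid synthesis were lower at 5 d. Fasn (chromosome 11, 120805846 to 120824547) was at 9.82 ± 0.43 in Jag antibody mice against 13.01 ± 0.97 log2 CPM in control mice (SD, n = 5), a log2 fold change of -3.36 (SE 0.81, adjusted p = 0.0111). Acly (chromosome 11, 100476353 to 100528000) changed by -3.17 (SE 0.77, adjusted p = 0.0116) and Acaca (chromosome 11, 84129672 to 84401651) by -2.23 (SE 0.57, adjusted p = 0.0143). These 3 genes were also called with the muscle covariate. Me1 changed by -1.87 (SE 0.48, adjusted p = 0.0151) and Hr by -1.36 (SE 0.29, adjusted p = 0.00563), and neither was called with that covariate. Fasn, Acly, Acaca and Me1 also had lower means in Jag antibody mice at 7 d, without and with hormone, but were not called there. Fasn was at 12.37 ± 1.03 against 13.89 ± 0.22 without hormone and at 11.51 ± 1.62 against 14.02 ± 0.41 with it (SD, n = 5). At 15 h the Fasn means were closer, at 9.65 ± 1.82 against 9.93 ± 2.05.

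At 7 d without hormone, 427 genes were called between antibodies, 207 higher and 220 lower in Jag antibody mice. Of these, 251 were also called with hormone in control mice, 228 in the same and 23 in the opposite direction. Both comparisons are made against the control mice at 7 d. Calls shared in direction may therefore reflect those control mice and not the antibody. Ier3, for example, was at 5.51 ± 1.09 log2 CPM (SD, n = 5) in them and at 3.81 or lower in every other group. Cox4i2 (chromosome 2, 152754173 to 152765037) was at 0.50 ± 0.35 against 2.73 ± 0.67 log2 CPM (SD, n = 5), a log2 fold change of -2.40 (SE 0.33, adjusted p = 5.95e-05). Fer1l6 changed by -2.74 (SE 0.48, adjusted p = 0.00095) and Ier3 by -2.61 (SE 0.54, adjusted p = 0.00708). The higher genes were Atp6v0d2 (3.74, SE 0.85, adjusted p = 0.0146), Cxcl13 (3.29, SE 0.90, adjusted p = 0.042) and Gpnmb (2.81, SE 0.67, adjusted p = 0.0192), all of which lost their call when only the 10 mice compared were fitted.

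Of the 6 comparisons of 2 groups, hormone in control mice called the most genes, 7378, 3463 higher and 3915 lower. With the title number as a replicate block 7424 genes were called, and with the block and length and GC offsets together 6672, of which 4981 were among the 7378 in the same direction. Same-numbered mice of these groups deviated together with r = 0.175 across genes (exact one-sided p = 0.2 over 120 arrangements of the numbers). Mki67 (chromosome 7, 135689784 to 135716361) was at 5.47 ± 0.53 with hormone against 0.22 ± 1.21 log2 CPM (SD, n = 5), a change of 5.02 (SE 0.57, adjusted p = 4.43e-07). Top2a (chromosome 11, 98992943 to 99024189) rose by 4.85 (SE 0.51, adjusted p = 1.57e-07) and Fgr by 4.81 (SE 0.95, adjusted p = 0.000211). Fosb fell by 4.87 (SE 1.08, adjusted p = 0.000653) and Pon1 by 3.73 (SE 0.55, adjusted p = 1.03e-05). The antisense gene Gm15241 fell by 3.94 (SE 0.67, adjusted p = 4.33e-05), which is uncertain because the use of strand in counting is not stated. Among thermogenic genes, Ucp1 (chromosome 8, 83290352 to 83298452) went from 13.69 ± 0.66 to 12.15 ± 0.42 log2 CPM (SD, n = 5), a change of -1.61 (SE 0.42, adjusted p = 0.00229) that was not called with length and GC offsets. Cidea changed by -2.05 (SE 0.38, adjusted p = 9.83e-05) and Elovl3 by -3.52 (SE 0.88, adjusted p = 0.00178).

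**Figure D4:**
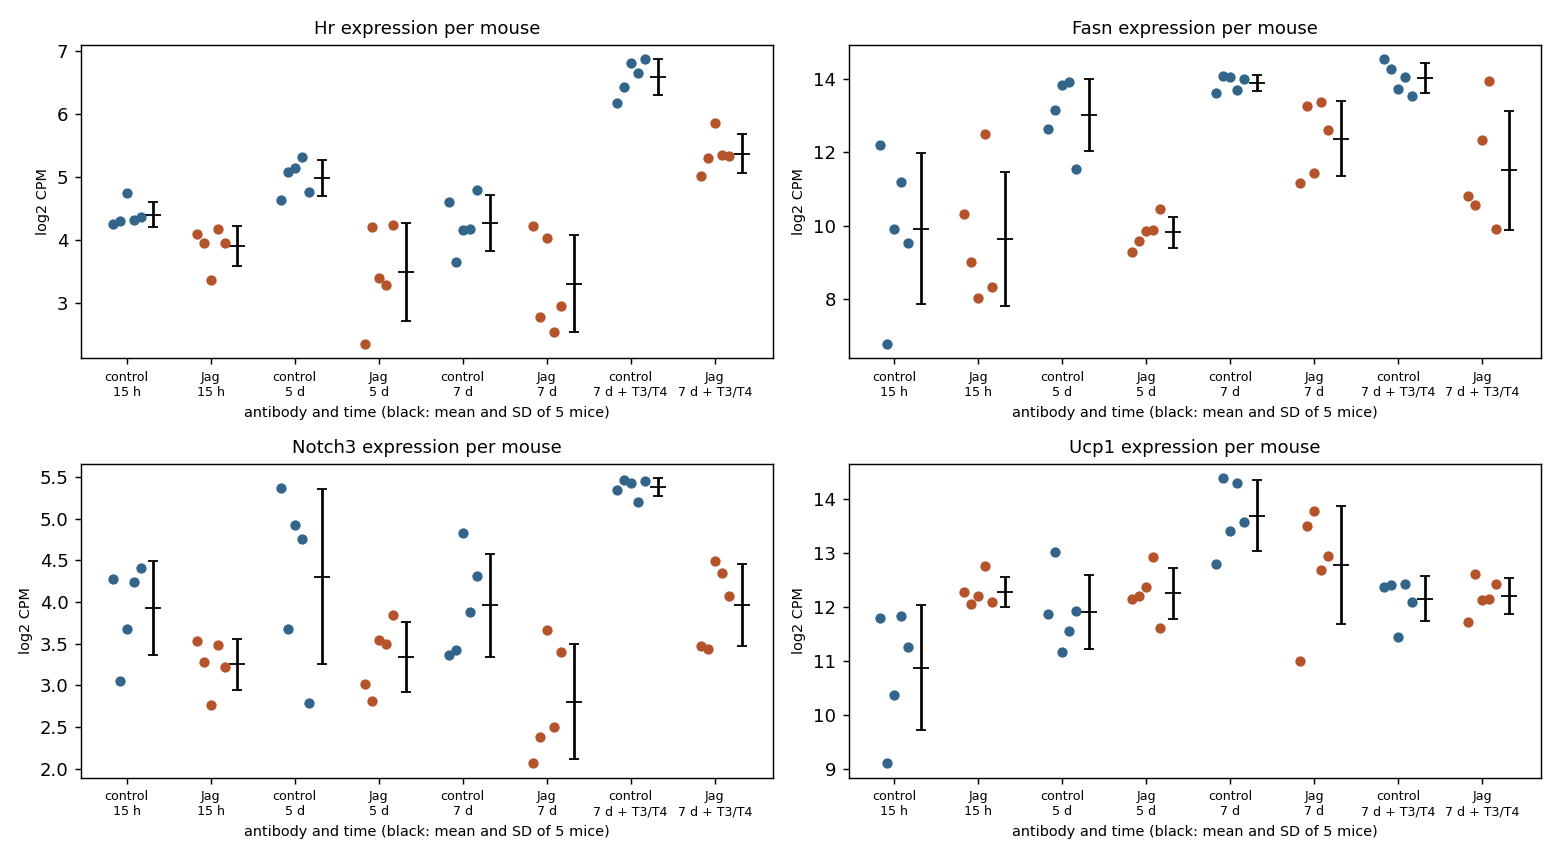
Log2 CPM (vertical axes) of Hr, Fasn, Notch3 and Ucp1 in each mouse by antibody and time, with the mean and SD of 5 mice in black. Hr means are 6.58 and 5.37 in the control and Jag antibody mice given hormone, and Fasn means at 5 d are 13.01 and 9.82.

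Hormone in Jag antibody mice called 1622 genes, 732 higher and 890 lower. The replicate block gave 1496, and the block with length and GC offsets 1872, with same-numbered mice correlated at r = 0.160 (exact one-sided p = 0.242). Of the 1622 genes, 1337 were also called with hormone in control mice, 1335 of them in the same direction. Adrb3 (chromosome 8, 27225776 to 27250616) changed by -3.40 (SE 0.39, adjusted p = 1.49e-06), Ifi27l2a by -3.91 (SE 0.53, adjusted p = 1.11e-05) and Pon1 by -3.49 (SE 0.54, adjusted p = 7.05e-05). Mki67 rose by 3.35 (SE 0.52, adjusted p = 7.88e-05), Vcan by 3.28 (SE 0.61, adjusted p = 0.000655) and Top2a by 3.10 (SE 0.47, adjusted p = 5.85e-05).

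Between antibodies in mice given hormone, 194 genes were called, 119 higher and 75 lower in Jag antibody mice. Cyp2b10 (chromosome 7, 25897620 to 25926624) was at 9.17 ± 0.69 against 5.51 ± 0.72 log2 CPM (SD, n = 5), a change of 3.63 (SE 0.58, adjusted p = 0.000509). Hpd rose by 2.91 (SE 0.55, adjusted p = 0.00352) and Gfra1 by 2.83 (SE 0.42, adjusted p = 0.000168). Adrb3 changed by -2.43 (SE 0.37, adjusted p = 0.000205), Fer1l6 by -2.41 (SE 0.47, adjusted p = 0.00416) and Rgs5 by -2.32 (SE 0.31, adjusted p = 7.23e-05). Hr was also called, with a change of -1.21 (adjusted p = 0.0239). That call was kept under 10 alternatives and lost in 5 fits that each left out 1 mouse. Hr was lower without hormone too, at 3.31 ± 0.77 against 4.28 ± 0.44 (SD, n = 5). Of the 427 genes called between antibodies without hormone, 61 were also called here, all in the same direction. Being named here does not make a change specific to hormone. Without hormone at 7 d, Rgs5 was at 6.36 ± 0.36 in Jag antibody against 8.66 ± 0.63 log2 CPM in control mice (SD, n = 5). Cyp2b10 was at 7.86 ± 0.48 against 5.26 ± 0.58 there, while Adrb3 differed less, at 8.38 ± 0.64 against 8.74 ± 0.14.

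Whether hormone altered the antibody difference at 7 d was tested as an interaction. It called 1 gene, with 2103 at an unadjusted p under 0.05. The gene, Eva1a (chromosome 6, 82041043 to 82093099), had a log2 fold change of 2.14 (SE 0.39, adjusted p = 0.0494). With the replicate block 0 genes were called and 2061 had an unadjusted p under 0.05, the same-numbered mice being correlated at 0.175 and 0.160. The antibody difference at 7 d was set against that at 5 d and at 15 h in the same way. Against 5 d, 220 genes were called, 199 with a positive and 21 with a negative difference, and 371 with the replicate block, with same-numbered r of 0.195 in control and 0.110 in Jag antibody mice. The muscle covariate brought the 220 to 0, with 1238 genes at an unadjusted p under 0.05. Against 15 h, 223 genes were called, 177 positive and 46 negative, and 35 with the block (r = 0.185 and 0.0982).

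In the Notch list, 14 of 15 genes were tested. Called or not, 13 were lower in Jag antibody mice at 15 h, 7 at 5 d, 6 at 7 d and 8 at 7 d with hormone. These directions were not tested, and the genes are not independent. Adjusted over all genes, antibody comparisons called 0 at 15 h, 1 at 5 d, 0 at 7 d and 1 at 7 d with hormone. Adjusted over the list alone they called 2, 1, 2 and 1. The called gene was Notch3 (chromosome 17, 32120820 to 32166852), with a log2 fold change of -1.18 (SE 0.35, adjusted p = 0.0338) at 5 d. That call was lost under 5 alternatives, the muscle covariate among them, and in 7 fits that each left out 1 mouse. At 7 d with hormone Notch3 changed by -1.35 (SE 0.35, adjusted p = 0.0455), a call lost under 2 alternatives and in 9 such fits. Hes1 changed by -0.94 (SE 0.27, adjusted p = 0.0685) at 15 h and by -0.82 (SE 0.27, adjusted p = 0.0907) at 7 d. Hormone in control mice raised 7 genes of the list (Notch1, Notch2, Notch3, Notch4, Jag1, Dll1 and Dll4), and hormone in Jag antibody mice raised 3 (Notch2, Notch3 and Notch4). Notch2 in control mice lost its call with the replicate block and length and GC offsets (adjusted p = 0.0602), and in Jag antibody mice Notch2 and Notch3 each lost it under 3 alternatives and Notch4 under 4. Of the 26 thyroid and thermogenic genes, 25 were tested. Antibody comparisons called 1 at 15 h, 6 at 5 d, 2 at 7 d and 2 at 7 d with hormone over all genes, and 2, 8, 5 and 2 over the list alone. Hormone called 10 in control mice, 3 higher and 7 lower, and 5 in Jag antibody mice, 2 higher and 3 lower, or 10 and 7 genes over the list alone.

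The 5 d signature score tested whether the change seen at 5 d was present at other times. Between antibodies it differed by 0.0949 at 15 h (exact p = 0.746), by 0.199 at 7 d (exact p = 0.587) and by 0.675 at 7 d with hormone (exact p = 0.111). Hormone changed it by -0.255 in control mice (exact p = 0.540) and by 0.221 in Jag antibody mice (exact p = 0.754). Treating same-numbered mice as a replicate block, exact sign-flip tests of these hormone differences gave p = 0.688 and p = 0.562, where 5 pairs cannot give less than 0.0625. The interaction of antibody and hormone was 0.476 (permutation p = 0.434). None of these 6 differences exceeded the spread between mice. Muscle-related genes are the 8 genes of the muscle score and those with a correlation over 0.7 with it across the 40 mice. Without them, 1031 genes remained in the signature. The difference at 7 d with hormone was then 0.542 (exact p = 0.00794, adjusted 0.0397 over the 5 comparisons of 2 groups). The 5 Jag antibody mice lay above the 5 control mice.

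**Figure D5:**
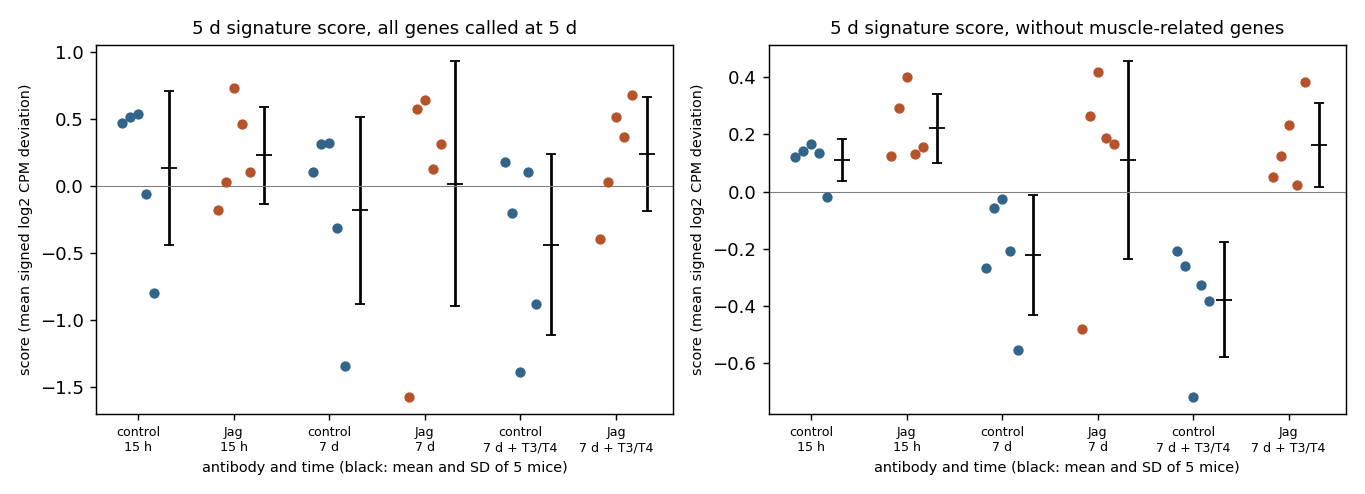
Score of each mouse (vertical axes, mean signed deviation of log2 CPM) for the signature of 1369 genes called at 5 d, on the left, and for its 1031 genes that are not muscle-related, on the right, with the mean and SD of 5 mice in black. On the right, the means at 7 d with hormone are -0.38 in control and 0.16 in Jag antibody mice.

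Across 17079 genes, which are not independent replicates, the log2 fold changes of antibody at 5 d had a Spearman rho of 0.45 with those at 7 d with hormone (jackknife SE 0.18 over the mice), 0.15 with those at 7 d (SE 0.37) and 0.00313 with hormone in control mice (SE 0.354). Antibody changes at 15 h and 7 d had a rho of -0.10 (SE 0.24). Only the first of these 4 values exceeded its standard error.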

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

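Apart from the counts of other divisions of the mice, the tests here were chosen after the patterns were seen, and those of muscle and of length and GC for the antibody by hormone interaction and for the change from 5 d to 7 d also after their own results were seen.

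Over 100 groups of 5 mice (13 measures), 5 had a mouse whose gap to its nearest neighbour, divided by the group's range, was above Dixon's critical value of 0.71, and chance gives 5. Jag antibody mouse 6 at 7 d had the lowest 5 d signature score of its group, -1.57, with the nearest mouse at 0.130. It also had the lowest score without muscle-related genes, -0.48, with the nearest at 0.167. This mouse had the highest muscle score of its group, 12.3. Once the slope of the score on the muscle score was removed, the ratio was 0.746 for the full signature, still above the critical value, and 0.630 for the signature without muscle-related genes, below it. Muscle RNA may therefore account for the second value and does not account in full for the first. Control mouse 5 at 15 h, also with the highest muscle score of its group (10.2), had a score without muscle-related genes of -0.0184, with the nearest mouse at 0.120. After the muscle slope was removed it was no longer at the end of its group (a gap of 0 on the muscle-corrected score), so muscle RNA is a candidate explanation.

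The other 2 such mice were outlying in Hr at 15 h. Jag antibody mouse 8 had 3.38 log2 CPM, with the nearest mouse at 3.95. The ratio fell to 0.630 when libraries were thinned to the lowest total count (difference in depth), and to a gap of 0 when length and GC trends were removed, so depth and these trends may each account for it. Control mouse 3 had 4.75 log2 CPM, with the nearest mouse at 4.37. Its ratio was 0.776 after thinning and 0.702 after removal of length and GC trends. Depth does not account for this value, and length and GC trends cannot be excluded. No biological explanation was tested for these 5 values, which differ within groups treated alike.

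The antibody difference at 7 d depended on hormone for 1 gene, Eva1a. The call was lost with length and GC offsets (0 genes, 1982 at an unadjusted p under 0.05) and with the muscle covariate (0 genes, 2019 at an unadjusted p under 0.05). When the title numbers were divided in other ways into 2 sets of 5, each number staying on the same side with and without hormone, 2 of 100 divisions including the real one gave at least 1 gene. It was also lost without a low-count filter, with only the groups compared and with the replicate block, so these losses do not point to length and GC trends or to muscle RNA. The gene was called again with DESeq2, RLE factors, limma and the myeloid covariate. At an adjusted p of 0.0494, close to the threshold, neither explanation can be told apart from none.

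The antibody difference changed between 5 d and 7 d for 220 genes. With the muscle score as a covariate, for skeletal muscle RNA in the libraries, 0 of them were called. Other divisions of the title numbers gave as many genes in 2 of 100 cases, the real one included. The count thus stands apart from most divisions, although the largest other division gave 1041 genes. The groups at 5 d themselves differ in muscle score without overlap, however, and muscle RNA in the control libraries may account for the difference. Beside the 0 calls, 1238 genes had an unadjusted p under 0.05. In simulated data the covariate also lowered the share of 4-fold changed genes called at 5 d from 86% to 70%. The change from 5 d to 7 d was not simulated, so part of the fall may be lost sensitivity, which was not measured for it. With the myeloid covariate 81 genes were called, 69 of them among the 220, so the count also depends on that score.

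The antibody difference changed between 15 h and 7 d for 223 genes. With the myeloid score as a covariate, 113 genes were called, 89 of them among the 223. Other divisions of the title numbers gave as many genes in 6 of 100 cases, the real one included. Myeloid RNA may account for part of the calls, although lost sensitivity with the covariate was not measured, and the count itself is not set apart from other divisions of the mice.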

How the results depend on the processing

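The alternatives with length and GC offsets, the muscle spline, the myeloid covariate and the signature from the muscle-adjusted 5 d fit were chosen after seeing the data, as were the muscle covariate and the offsets for the gene lists. Hormone in control mice kept its count within 1.5 times of 7378 under every alternative and in each leave-one-out fit (6523 to 7876 over the alternatives chosen in advance). Where a count moved, the cause was not tested unless a value is given under the other observations.

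Fitting only the groups compared called 0 genes at 15 h (1917 at an unadjusted p under 0.05), 431 at 5 d, 53 at 7 d, 694 at 7 d with hormone and 2782 for hormone in Jag antibody mice. It called 0 for antibody by hormone (2803 unadjusted), 2 for 7 d against 5 d and 7 for 7 d against 15 h. Without a low-count filter the counts were 26 at 15 h, 837 at 5 d, 191 at 7 d, 117 at 7 d with hormone, 990 for hormone in Jag antibody mice, 0 for antibody by hormone (2816 unadjusted), 63 against 5 d and 65 against 15 h. DESeq2 called 577 at 15 h, 858 at 7 d, 449 at 7 d with hormone, 9 for antibody by hormone, 964 against 5 d and 638 against 15 h.

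On log2(FPKM + 1), limma called 26 at 15 h, 505 at 7 d with hormone, 36 for antibody by hormone, 15 against 5 d and 78 against 15 h. Its split of higher and lower genes also differed, with 17 and 9 at 15 h against 40 and 154, 198 and 348 at 7 d against 207 and 220, 224 and 281 at 7 d with hormone against 119 and 75, and 717 and 502 for hormone in Jag antibody mice against 732 and 890. The interactions were 7 and 29 for antibody by hormone, 10 and 5 against 5 d (against 199 and 21), and 29 and 49 against 15 h (against 177 and 46). Elsewhere the share of higher genes moved by more than 10 percentage points in these fits. At 15 h the split was 11 and 15 without a filter, 37 and 81 with the muscle covariate, 10 and 10 with the spline, and 26 and 15 with the myeloid covariate. At 5 d it was 103 and 734 without a filter and 32 and 399 with only the groups compared, against 357 and 1012. For antibody by hormone DESeq2 gave 2 and 7. Against 15 h it was 4 and 3 with only the groups compared, 20 and 15 with the block, 47 and 52 with the block and offsets, 119 and 56 with the spline, and 74 and 39 with the myeloid covariate.

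The muscle covariate called 118 at 15 h, 89 at 5 d, 0 for antibody by hormone (2019 unadjusted) and 0 against 5 d (1238 unadjusted). As a spline it called 20 at 15 h, 110 at 5 d, 1353 at 7 d, 0 for antibody by hormone (2215 unadjusted) and 0 against 5 d (1502 unadjusted). Length and GC offsets called 313 at 15 h, 0 for antibody by hormone (1982 unadjusted) and 340 against 15 h, and together with the muscle covariate 125 at 5 d, 344 at 7 d with hormone, 0 for antibody by hormone (1852 unadjusted), 1 against 5 d and 389 against 15 h. The myeloid covariate called 41 at 15 h, 730 at 7 d, 417 at 7 d with hormone, 81 against 5 d and 113 against 15 h.

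The replicate block gave 7424 genes for hormone in control mice, 1496 for hormone in Jag antibody mice, 0 for antibody by hormone (2061 unadjusted), 371 against 5 d and 35 against 15 h, where same-numbered mice are different animals. With length and GC offsets in the same fit the block gave 0 for antibody by hormone (1923 unadjusted), 411 against 5 d and 99 against 15 h.

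Across fits that each left out 1 mouse, counts ran from 6 to 753 at 15 h, 385 to 2726 at 5 d, 144 to 848 at 7 d, 80 to 232 at 7 d with hormone, 5977 to 7543 for hormone in control mice and 1048 to 1912 in Jag antibody mice. The interactions ran from 0 to 2 for antibody by hormone, 5 to 968 against 5 d and 10 to 696 against 15 h. At 15 h the lowest count came without control mouse 2.

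In the Notch list, DESeq2 called 2 genes at 15 h and 2 at 7 d, length and GC offsets called 2 at 15 h and 1 at 7 d, the unfiltered fit called 0 at 5 d and 0 at 7 d with hormone, and the muscle covariate called 0 at 5 d. In the thyroid and thermogenic list at 15 h, DESeq2 called 2 and RLE factors, no filter and limma each called 0. At 7 d DESeq2 and limma each called 4 and the unfiltered fit 0, the muscle covariate called 3 at 5 d, and limma called 4 at 7 d with hormone.

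The signature of the 100 genes with the smallest p raised the antibody difference past the threshold at 7 d, to 0.674 (exact p = 0.0397), and at 7 d with hormone, to 0.903 (exact p = 0.00794), and turned the hormone difference in Jag antibody mice to -0.161 (exact p = 0.452). At 7 d with hormone the unfiltered fit gave 0.708 (exact p = 0.0238) and the signature without muscle-related genes 0.542 (exact p = 0.00794). The signature from the muscle-adjusted fit gave 1.16 at 7 d and 1.17 at 7 d with hormone (each exact p = 0.00794) and 0.235 for hormone in control mice (exact p = 0.246), against -0.255. Leaving out 1 mouse moved the antibody difference from -0.138 to 0.197 at 15 h, -0.0915 to 0.596 at 7 d and 0.438 to 0.834 at 7 d with hormone. The hormone difference moved from -0.545 to -0.0171 in control mice and from -0.176 to 0.380 in Jag antibody mice, and the interaction from 0.0791 to 0.767. At 15 h the difference was -0.138 without control mouse 5 and -0.0300 without Jag antibody mouse 8.

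Among single genes, Ckmt2 at 5 d turned to a log2 fold change of 0.21 with the muscle covariate (adjusted p = 0.952) and 0.34 with the spline (adjusted p = 0.908), over a range of 7.68e-06 to 0.992 across its alternatives. The score's covariate removes the difference of such a muscle gene by construction.

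Genes that were not called turned sign near 0. Jag1 at 5 d (0.07) was at -0.055 with the muscle covariate, -0.018 with length and GC offsets, -0.036 with the spline and -0.083 with offsets and muscle covariate. Jag2 at 15 h (-0.017) was at 0.00017 without a filter, 0.0014 with limma, 0.10334 with offsets and 0.10154 with offsets and muscle covariate, and at 5 d (-0.23) it was at 0.018 with the last of these. Jag2 with hormone in Jag antibody mice (-0.0054) was at 0.01056 with DESeq2, 0.0109 with RLE, 0.0079 without a filter, 0.030 with the muscle covariate, 0.00055 with limma, 0.0068 with offsets, 0.19 with the spline, 0.045 with offsets and muscle covariate and 0.16 with the myeloid covariate. Ucp1 at 5 d (0.26) was at -0.031 with the muscle covariate, -0.16 with the spline and -0.015 with offsets and muscle covariate, and at 7 d with hormone (0.046) it was at -0.061 with offsets, -0.21 with the spline and -0.103 with offsets and muscle covariate. Leaving out 1 mouse gave -0.14 to 0.29 for Jag1 at 5 d, -0.069 to 0.093 for Jag1 at 7 d with hormone, -0.13 to 0.27 for Jag2 at 15 h, -0.15 to 0.14 for Jag2 with hormone in Jag antibody mice and -0.095 to 0.13 for Ucp1 at 7 d with hormone. With the spline, Jag1 at 7 d and Jag2 with hormone in control mice were called (adjusted p = 0.0359 and 0.0403). Over the named genes and alternatives other than leaving out a mouse, 830 values kept their direction and side of the threshold, 101 lost the call, 2 gained it and 26 changed sign. Across leave-one-out fits 706 kept both, 154 lost the call and 20 changed sign. The cause of these changes was not tested. The 4 correlations of changes across genes moved by less than their jackknife errors under each alternative run. Thinned to 12217623 counts per library, 104 genes were called at 15 h, 148 at 7 d with hormone and 0 for antibody by hormone (1986 unadjusted), against 194, 194 and 1.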

Other observations

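Apart from the counts of other splits of the mice, the tests here were chosen after the patterns were seen, and those of muscle RNA and of length and GC trends in called genes and of myeloid RNA also after their own results were seen.

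Muscle RNA is a candidate explanation for part of the 5 d antibody calls, and how large a part is not shown. Of 1369 genes, 82 were called in the same direction with the muscle score as a covariate. The muscle scores of the groups did not overlap, so the covariate also removes part of any antibody effect. Of the 1369 genes, 338 were muscle-related by correlation with the score. Simulated unchanged libraries given each gene's slope on the muscle score had 23 calls. Their counts followed a trend of dispersion and not the dispersion of each gene. That number therefore does not measure how many calls muscle RNA can give. In 9 of 100 splits of the 10 mice, the real one included, as many genes were called, so the count at 5 d does not stand apart from other splits, and 1 split gave 4993. Dissection of the tissue was not recorded in the labels, and an antibody effect on muscle transcripts within the depot cannot be excluded. Fasn is an exception to the muscle explanation, with an adjusted p of 0.0183 with the covariate (0.000301 to 0.0351 over its alternatives and leave-one-out fits).

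Depth was tested by thinning every library to the lowest total, 12217623 counts. Of the called genes, 103 of 194 were called again in the same direction for antibody at 15 h, 1066 of 1369 at 5 d, 319 of 427 at 7 d and 136 of 194 at 7 d with hormone. For hormone the numbers were 6546 of 7378 in control mice and 1263 of 1622 in Jag antibody mice. The calls made again therefore do not rest on unequal depth. Library totals of no compared pair of groups differed beyond the spread between mice (lowest exact p = 0.254), so thinning had little group difference to remove. It also lowers the counts, so it cannot tell whether the other calls were lost to depth or to fewer counts.

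Length and GC trends did not account for most calls at 7 d. With offsets, 367 of the 427 antibody calls were made again in the same direction. With offsets and the replicate block, 4981 of the 7378 hormone calls in control mice and 1303 of the 1622 in Jag antibody mice were made again. Myeloid scores were higher with hormone by 1.71 in control and 1.40 in Jag antibody mice (exact p = 0.00794 and 0.0159, adjusted 0.0544 and 0.0847), and with the myeloid covariate 5777 of the 7378 and 1195 of the 1622 calls were made again. In 1 of 16 splits of the 10 mice that part all 5 same-numbered pairs, the real one, as many genes were called in control mice, and likewise in Jag antibody mice. The largest other split called 3717 genes in control mice and 16 in Jag antibody mice. With 16 splits the share cannot fall below 6.25%, so chance cannot be excluded by this count. The other 110 of the 126 splits leave at least 1 same-numbered pair in a single group and were not compared.

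For antibody at 7 d, 2 of 100 splits gave as many genes, and with hormone 1 of 100, the real one included each time. The largest other split gave 893 and 22 genes. A difference between antibodies at 7 d with hormone is a hypothesis that the other splits leave standing. These groups did not differ in total count (exact p = 0.437), muscle score (exact p = 0.746) or length slope (exact p = 0.349). Thinning, the muscle covariate and the offsets therefore had little to remove, and the 136, 189 and 174 calls made again show no stability. The myeloid score did not differ here (difference -0.0146, exact p = 0.976, adjusted 0.976), so the same holds for the myeloid covariate, with which the 194 calls were made again.

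At 15 h, 22 of 100 splits gave as many genes as the real one, up to 1473. The calls may follow myeloid RNA in some control libraries, since control mice 2 and 3 had myeloid scores of 8.61 and 6.67 while the other 3 lay between 2.55 and 4.25. With the myeloid score as a covariate, 33 of the 194 genes were called again and 41 in all. The mean score did not differ between the antibodies (exact p = 0.540, adjusted 0.723). Of 136 genes called both at 15 h and with hormone in control mice, comparisons that share no mouse, 134 changed in opposite directions. With the myeloid covariate 22 of these 134 were called at 15 h, which is no separate evidence, since the 134 are part of the 194. Myeloid scores were also higher with hormone in control mice by 1.71 (exact p = 0.00794, adjusted 0.0544). Of the 134 genes, 112 were lower at 15 h, and 89 had a correlation over 0.7 with the myeloid score across the 40 mice, which describes these genes and is no separate test. Immune cell content of the tissue is a possible explanation on both sides.

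The 5 d signature without muscle-related genes differed between antibodies in mice given hormone. The difference was 0.542, and 0.507 after the slope on the muscle score was removed (muscle RNA) and 0.530 on values corrected for length and GC trends. The exact p stayed at 0.00794, the smallest the test can give (adjusted 0.0397 over 5 comparisons). These groups do not differ in muscle score (exact p = 0.746) or length slope (exact p = 0.349), so the corrections had little to remove and show no stability. At 7 d without hormone the difference was 0.333 (exact p = 0.111, adjusted 0.278), with 4 of 5 Jag antibody mice above all control mice, and 0.367 with the muscle slope removed (exact p = 0.0317, adjusted 0.0792). On values corrected for length and GC trends it was 0.303 (exact p = 0.151, adjusted 0.189). The interaction of this signature with hormone was 0.209 (permutation p = 0.323), so the difference is not shown to depend on hormone. This signature was itself drawn from a comparison with unequal muscle RNA. The signature of 89 genes from the 5 d fit with the muscle covariate, none of them muscle-related by the same limit, differed by 1.16 at 7 d and 1.17 at 7 d with hormone (each exact p = 0.00794), with an interaction of 0.00751 (permutation p = 0.977). The limit leaves in genes with a weaker or a negative correlation with the muscle score. In every group scored except Jag antibody mice given hormone, the mouse with the highest muscle score had the lowest score over the 1031 genes. One hypothesis is that part of the 5 d change in genes not muscle-related by this limit persists to 7 d.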
